A study of Homo sapiens with 22 samples.

How the data were processed

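TC-32 is an established Ewing sarcoma cell line. Cells were transfected with 20 nM of a control siRNA (siNEG) or of an siRNA against FLI1 (siFLI1), which the series uses to deplete the fusion protein EWSR1::FLI1. Chromatin was crosslinked with formaldehyde, digested and sonicated, and then immunoprecipitated, per the labels' protocols. The 22 samples comprised 14 immunoprecipitated libraries, each with a peak list, and 8 input libraries, for which no list was analysed here. Each arm had 2 replicates for the transcription factor ETS1, for H3K27ac (acetylation found at active promoters and enhancers) and for H3K4me3 (methylation found at promoters). A further H3K27ac library per arm, labelled ab4729, was kept as a separate group because it carried another antibody label.

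The deposited files were peak lists called for each library separately, not on pooled replicates. No header or label stated the aligner, the peak caller, the control library or the genome build. The layout, the names of the peaks and the values had the form that MACS2 writes. Contig names were those of hg38, and H3K4me3 regions lay at transcription start sites (TSSs) of the hg38 annotation far more often than at the same sites moved by 1 Mb, for example 75.7% against 15.0% in siFLI1 replicate 1. Coordinates are therefore given on hg38, counted from 1. The deposited fold column was the authors' ratio of a peak over its local background. The deposited −log10 columns were the authors' p-value and q-value per peak, and the lowest −log10 q of a list lay between 2.01 and 2.07, except for 2.55 and 2.26 in the siNEG ETS1 lists. The deposited score column was a whole number made from the q-value and was not used further. These values per peak are the authors', and they were used to describe, rank or filter peaks within a list. A stronger or weaker immunoprecipitation changes how many peaks pass a fixed q limit, so presence in a list is not a measure of occupancy.

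Peaks on chromosomes 1 to 22, X and Y were kept, and rows with the same interval were joined. For each antibody the 4 lists were merged wherever intervals shared at least 1 bp. A region was called gained when both siFLI1 lists and neither siNEG list held it, and lost in the opposite case. Such counts have no test per region. Beside them stand the counts for the other 2 ways of splitting the 4 lists into pairs, which show the level that differences between libraries give. Region numbers were compared as log2 ratios with exact two-sided permutation tests. With 2 libraries against 2, no p-value below 0.33 can be reached.

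The depth of each library was not stated. It was recovered from the lists under the assumption that fold and −log10 p follow the MACS2 formulas, that the fragment length equals the shortest interval of a list, and that the genome size was 2.7 Gb. None of these settings was stated by the authors, and the depths are estimates that rest on them. The same calculation gave whole tag heights at the summits of 98.6% to 100% of peaks in the ETS1 and H3K27ac lists. In the H3K4me3 lists it did so for only 65.9% to 68.0% of peaks. Heights were used to compare ETS1 and H3K27ac replicates by a chi-square per degree of freedom. The H3K4me3 replicates were not compared in this way. A value of 1 is the level of counting noise for independent reads in regions that were not selected by peak calling. Pairs were compared with each other by a one-sided permutation test of 100000 reassignments of regions between pairs. The range of summed heights used, from 50 to 500 tags, and the restriction to regions with 1 peak per list were settled after several ranges had been looked at, so this comparison was not planned.

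In that comparison the siFLI1 ETS1 lists differed by less than the noise of independent reads without a calling limit. The peak names inside the list of replicate 1 also carried the number 2. They were counted as 1 sample. The exact test for ETS1 then has 3 arrangements, and the counts for other splits of the ETS1 lists and a paired fit have no meaning for that arm.

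ETS1 regions held by both lists of an arm were compared with 1000 random placements of the same intervals on the same chromosomes (one-sided permutation test, smallest p 0.001). TSSs came from GENCODE release 44, and a promoter position was one within 1 kb of a TSS. The ETS motif CCGGAAR was searched within 50 bp of summits and in windows centred 500 bp to each side, with an exact two-sided McNemar test, of which the larger p-value of both sides is given. GGAA repeats were runs of at least 4 consecutive GGAA or TTCC units within 1 kb of a region centre, compared by Fisher's exact test (two-sided). Shares carry exact 95% binomial intervals, which cover counting error over regions only. Regions are not replicates, so these tests describe the libraries at hand. Benjamini-Hochberg adjustment covered 8 placement and motif tests, 3 repeat tests and 2 gene panels.

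Panels of 12 genes known to be raised by the fusion and of 10 known to be lowered by it were fixed from general knowledge. Lost minus gained H3K27ac regions within 100 kb of their TSSs were set against 10000 random lists of protein-coding genes matched on the number of H3K27ac regions nearby. Named items followed a rule: ETS1, TNS3, FLI1 and EWSR1, panel genes with a gained or lost region, and for each antibody the 5 gained and the 5 lost regions with the highest mean percentile of fold enrichment. A region takes the gene of the nearest annotated TSS. The values of 1 panel gene that this rule names are not reported here. The groups as labelled, the tests of the comparisons between arms, this rule and all alternatives except 1 were fixed before the data were examined. The comparison of replicate heights, and with it the counting of the siFLI1 ETS1 lists as 1 sample, was not. The added alternative compared ETS1 summits within 250 bp in place of overlap. Those fixed beforehand were a −log10 q of at least 5, equal numbers of the strongest peaks, covered length, all contigs, other overlap and distance rules, other repeat and motif definitions, and leaving out each replicate.

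Computation used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The counting of gained and lost regions was tested on simulated data made from 60027 H3K27ac regions, and 200 of 200 planted gained and 200 of 200 planted lost regions were recovered. Apart from the planted regions, the simulated lists held the same regions with small shifts. Real H3K27ac lists of an arm shared 46.9% to 51.4% of their union. The test therefore checks the counting only, not errors from peaks that come and go between lists. In the test of the height comparison, 1089 simulated regions with independent reads gave a value of 1.02. No peak-calling limit was applied to them, so the test does not show which value called peaks give.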

Results

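The series asked how EWSR1::FLI1 regulates ETS1 in Ewing sarcoma cells. Peak lists from 14 chromatin immunoprecipitation libraries of TC-32 cells were compared between siNEG and siFLI1 transfection. Estimated depths (in M, or mega, tags), which rest on assumed peak-caller settings, were 28.9 and 26.6 M tags for the siNEG ETS1 libraries and 21.6 and 25.3 M tags for the siFLI1 ETS1 lists. They lay between 36.7 and 37.6 M tags for the replicated H3K27ac libraries and between 36.0 and 37.9 M tags for H3K4me3. In the H3K4me3 lists, whole tag heights were recovered for only 65.9% to 68.0% of peaks. The ab4729 libraries had 28.9 M tags in siNEG and 27.6 M tags in siFLI1 cells.

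The ETS1 and H3K27ac replicates were compared by summit height before they were averaged. The H3K4me3 replicates were averaged without such a comparison. Summit heights of the siFLI1 ETS1 lists gave a chi-square per degree of freedom of 0.375 over 492 regions, below 1 (lower-tail chi-square p = 5.5e-40). That p-value takes 1 as the level of noise, which was not tested for called peaks. From 50 to 70 tags, where 369 of these regions lay, the H3K27ac pairs were below 1 too, at 0.857 in siNEG and 0.789 in siFLI1. The siNEG ETS1 lists gave 0.785 over 77 regions (lower-tail chi-square p = 0.087). The H3K27ac pairs gave 1.00 over 17858 regions in siNEG and 0.929 over 19588 regions in siFLI1 (lower-tail chi-square p = 2.3e-13), so a value below 1 was not limited to ETS1. At summed heights of 100 tags or more the H3K27ac pairs gave 1.18 and 1.08, above counting noise, and they were kept as 2 replicates. The labels do not state whether these were separate transfections, so their SDs, exact tests and other splits describe differences between libraries. From 70 to 100 tags the siFLI1 and siNEG ETS1 pairs gave 0.560 and 1.06. At 100 tags or more the siFLI1 and siNEG ETS1 pairs, at 0.534 and 0.605, could not be separated (ratio 0.882, one-sided permutation p = 0.41, 26 and 13 regions). The siFLI1 ETS1 lists were counted as 1 sample. Their heights differed by less than the noise of independent reads without a calling limit, and the peak names of replicate 1 carried the number 2. No ETS1 difference between arms therefore has a replicate check on the siFLI1 side.

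The siFLI1 ETS1 lists held 1633 and 2635 regions, and the siNEG lists held 302 and 208. The mean was 2134 regions (n = 1) in siFLI1 and 255 ± 66.5 regions (SD, n = 2) in siNEG, a log2 ratio of 3.05, against a spread between the siNEG replicates of 0.38 on the log2 scale (SD). The exact permutation test gave p = 0.33 (two-sided), the smallest value that this design allows. Counting covered base pairs in place of regions moved the log2 ratio most, to 3.62. Of the siNEG peaks, 90.4% to 94.7% overlapped a peak of a given siFLI1 list, over the 4 pairings of a siNEG with a siFLI1 list.

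H3K27ac lists held 60214 ± 264 regions (SD, n = 2) in siNEG and 63491 ± 2843 regions (SD, n = 2) in siFLI1, a log2 ratio of 0.076 with a pooled SD of 0.046 within arms (exact permutation test, two-sided p = 0.33, the smallest possible). H3K4me3 lists held 19317 ± 570 regions (SD, n = 2) and 18384 ± 55.9 regions (SD, n = 2), a log2 ratio of -0.071 with a pooled SD of 0.030 (exact permutation test, two-sided p = 0.33, the smallest possible). The ab4729 lists, without replicates, held 32738 regions in siNEG and 51663 in siFLI1, a log2 ratio of 0.66.

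**Figure D1:**
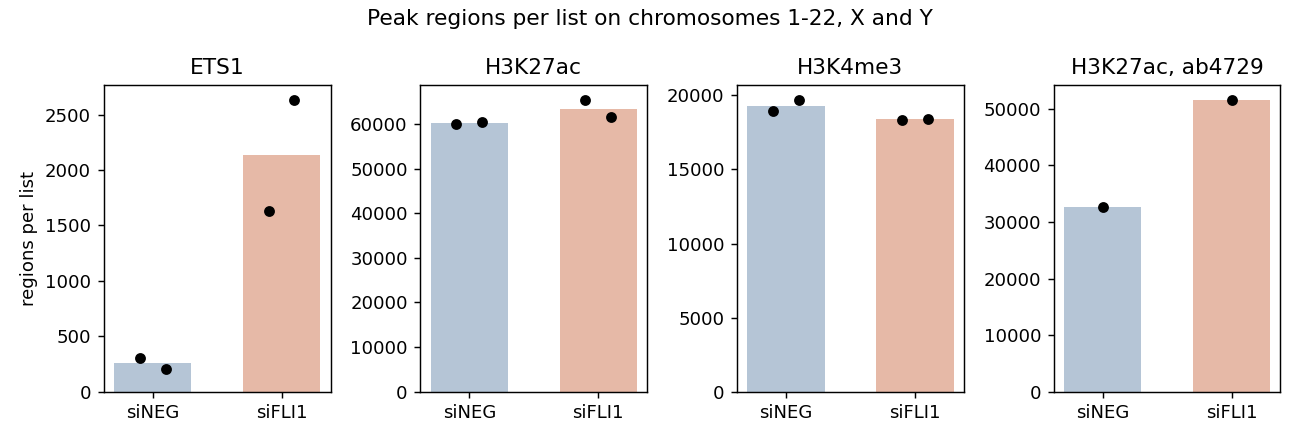
Number of peak regions (y axis, linear, from 0) in each list for siNEG and siFLI1 cells, with 1 panel per antibody; points are lists and bars their mean. The siFLI1 ETS1 lists, counted as 1 sample, held 1633 and 2635 regions against 302 and 208 in siNEG, while the replicated H3K27ac and the H3K4me3 means differed by 0.076 and -0.071 on the log2 scale, and the ab4729 numbers by 0.66.

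Across the 4 ETS1 lists, 1190 merged regions were gained and 2 were lost, and 126 were present in all 4 lists. The gained count depended on list length. With the 208 strongest peaks of each list it was 43 and the lost count was 24, and without siFLI1 replicate 1 the gained count was 2283. The lost count was 10 without siNEG replicate 1, 16 without siNEG replicate 2 and 5 without siFLI1 replicate 2. The 5 gained regions with the highest fold enrichment lay at promoters of PRR12, DNMT3B, BCL2L2, LINC01004 and SMARCA2. That of PRR12 (chromosome 19, 49590997 to 49591816) had a fold enrichment of 13.8 and 16.3 in the siFLI1 lists, and that of DNMT3B (chromosome 20, 32762048 to 32762526) had 12.4 and 17.7. The lost regions were an intergenic one on chromosome 5 (163624688 to 163624904) and one at the MOB3A promoter (chromosome 19, 2096128 to 2096377).

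ETS1 regions lay mainly at promoters in both arms. Of 1523 regions in both siFLI1 lists, 91.5% had a summit within 1 kb of a TSS (exact 95% binomial interval 90.0% to 92.9%), against a mean of 9.19% over 1000 random placements (one-sided permutation p = 0.001, the smallest it can give; adjusted p = 0.0011). In siNEG the share was 90.9% of 132 regions (84.7% to 95.2%), so the arms did not differ beyond counting error. Of the siFLI1 regions, 94.2% overlapped H3K4me3 and 87.1% overlapped H3K27ac of the same arm, against 2.42% and 3.89% of random placements (one-sided permutation p = 0.001 each, the smallest it can give; adjusted p = 0.0011). The siNEG shares were 92.4% and 79.5%. With the longer siFLI1 list alone (without siFLI1 replicate 1), the promoter, H3K4me3 and H3K27ac shares were 88.5%, 89.8% and 79.0%.

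The ETS motif CCGGAAR lay within 50 bp of 7.88% of the siFLI1 summits (120 of 1523; 6.58% to 9.35%) and in 2.50% of the flanking windows (exact McNemar test, two-sided p = 5.2e-10; adjusted p = 4.2e-09). In siNEG it lay near 10 of 132 summits, or 7.58% (3.69% to 13.5%), against 1.89% of flanking windows (exact McNemar test, two-sided p = 0.15). Most summits of both arms had no match. The flanks were not matched for distance to a TSS, so the test does not separate ETS1 binding from position at promoters. The GGAA core alone did not separate summits from flanks in siFLI1, at 65.9% against 65.0% (exact McNemar test, p = 0.97). Most flanking windows already held the core, so it is a blunt measure and its result does not speak against the longer motif.

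For H3K27ac, 7415 regions were gained and 4403 were lost, and 22724 were in all 4 lists. The other splits of the 4 lists into pairs gave 1713 and 1120 regions, and 1402 and 1240 regions. For H3K4me3, 449 regions were gained and 586 lost, against 102 and 205, and 146 and 133, in the other splits, and 12984 were in all 4 lists. The order of the H3K4me3 counts depended on the rules, with 483 gained and 453 lost at equal numbers of the strongest peaks, and 365 gained and 172 lost when absence required no peak within 1 kb. Leaving out a list, so that presence or absence was required in 1 list of its arm, raised these counts, for H3K27ac to 18874 gained regions without siFLI1 replicate 1 and 21850 without siFLI1 replicate 2, and to 16278 lost regions without siNEG replicate 1 and 16328 without siNEG replicate 2. For H3K4me3 the gained counts were 1540 without siFLI1 replicate 1, 1361 without siFLI1 replicate 2 and 716 without siNEG replicate 2, and the lost counts were 3559 without siNEG replicate 1 and 2748 without siNEG replicate 2.

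**Figure D2:**
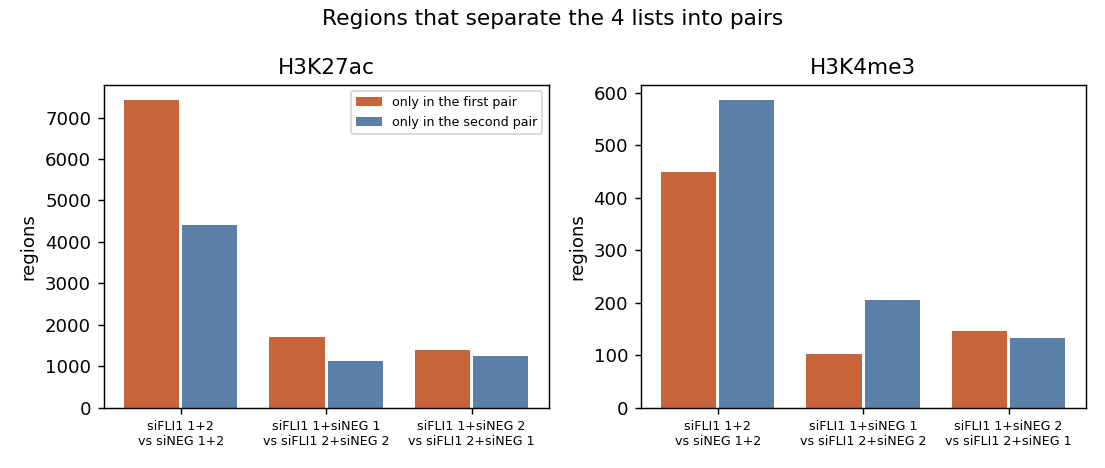
Regions (y axis) held by both lists of a pair and neither list of the other pair, for each of the 3 ways of splitting the 4 lists of H3K27ac and of H3K4me3. The split by siRNA gave 7415 and 4403 H3K27ac regions, and no other split gave more than 1713 in either direction.

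Promoter centres made up 19.5% of the gained H3K27ac regions (18.6% to 20.4%), 10.6% of the lost ones (9.71% to 11.6%) and 40.7% of those in all 4 lists (upper bound 41.3%). For H3K4me3 the shares were 66.8% of gained (62.2% to 71.2%), 28.2% of lost (24.5% to 32.0%) and 75.1% of shared regions (74.3% to 75.8%). The gained H3K27ac regions with the highest fold enrichment had the nearest TSSs of ENSG00000286737, ENSG00000239739, PRR5, LINC02836 and RPL23AP93. The first of these was intronic (chromosome 2, 100741716 to 100744082), with a fold enrichment of 21.4 and 22.3. The lost ones had those of MACROH2A2, RNU4ATAC17P, H2ACP1, ENSG00000259969 and ENSG00000271468, and the first was intergenic (chromosome 10, 70041619 to 70044401), with 21.9 and 15.1. Among H3K4me3 regions, the gained ones lay at promoters of IGFBP3, HIC1, ABL2, L1CAM and CRYAB. The region at IGFBP3 (chromosome 7, 45917813 to 45921852) had a fold enrichment of 31.5 and 37.2. The lost H3K4me3 regions had the nearest TSSs of SLC3A2, PADI2, ENSG00000230030, GLG1 and ENSG00000212712.

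EWSR1::FLI1 is known to bind GGAA repeats. At least 4 consecutive GGAA units lay within 1 kb of the centre of 497 of 4403 lost H3K27ac regions, or 11.3% (exact 95% binomial interval 10.4% to 12.3%). The share was 1.62% of the regions in all 4 lists (1.46% to 1.79%) and 0.620% of the gained regions (0.455% to 0.827%). The difference between lost and shared regions was 9.67 percentage points (Fisher's exact test, two-sided p = 1.1e-174; odds ratio 7.73; adjusted p = 3.3e-174). It was 2.97 percentage points without siNEG replicate 1 and 3.72 without siNEG replicate 2. Inside the regions themselves the sign changed, with repeats in 2.09% of lost and 2.56% of shared regions (Fisher's exact test, two-sided p = 0.072). Shared regions were wider, with a median of 2195 bp against 716 bp for lost and 726 bp for gained regions, and 0.148% of gained regions held a repeat.

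**Figure D3:**
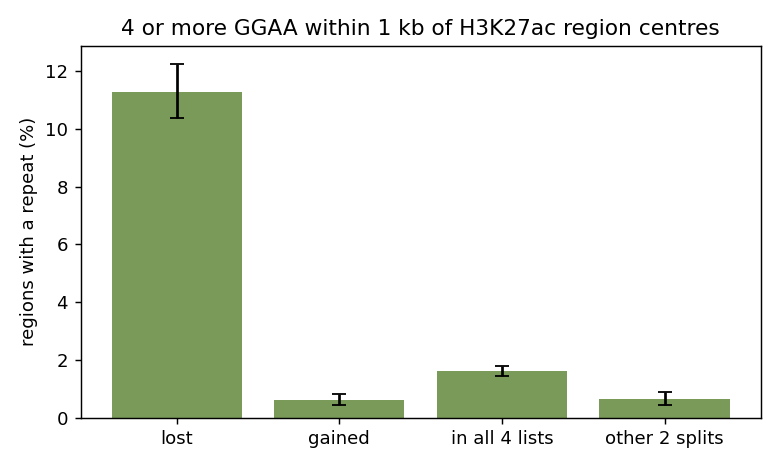
Share of H3K27ac regions (y axis, percent) with at least 4 consecutive GGAA units within 1 kb of the region centre, by class; error bars are exact 95% binomial intervals. The lost regions stand at 11.3%, and the gained ones, those in all 4 lists and those specific to the other 2 splits of the lists at 0.620%, 1.62% and 0.639%.

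The gene panels ask whether the siRNA label goes with a change at known targets of the fusion. Within 100 kb of the 12 genes raised by the fusion there were 22 lost and 3 gained H3K27ac regions, a difference of 19 at the 100th percentile of 10000 random gene lists, whose median was -7 (two-sided permutation p = 0.0002, the smallest they can give; adjusted p = 0.0004). More regions were lost than gained at 9 of the 12 genes. PRKCB had 6 lost regions, CCND1 and BCL11B had 4 each, and NKX2-2 had 2. NR0B1, STEAP1, SOX2, IL1RAP, VRK1 and PAX7 had 1 each. BCL11B, IL1RAP and LIPI had 1 gained region each. The strongest lost region near NKX2-2 was intronic (chromosome 20, 21576427 to 21578054). At the 10 genes lowered by the fusion there were 7 lost and 15 gained regions, a difference of -8 at the 27.9th percentile (two-sided permutation p = 0.63; adjusted p = 0.63). More regions were gained than lost at 5 of these genes, and more were lost at 3. With equal numbers of the strongest peaks the difference was -7 at the 28.0th percentile (two-sided permutation p = 0.63). Within 50 kb the difference was -11 at the 2.36th percentile (two-sided permutation p = 0.060), and within 250 kb it was -25 at the 2.80th percentile (two-sided permutation p = 0.063), with more gained than lost regions at 7 genes and more lost at 1. Among the genes with gained regions were PHLDA1, with 5, and CCN1, with 3. FOXO1, DKK1 and JAG1 had 2 gained regions each. Among those with lost regions were TGFBR2, with 2, and LOX, FOXO1 and DKK1, with 1 each.

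At the ETS1 gene (ENSG00000134954.14, chromosome 11, 128458761 to 128587558, minus strand) and 10 kb to each side, 4 H3K27ac regions were listed and all 4 were gained. The intronic region from 128506407 to 128508222 had a fold enrichment percentile of 91.3 and 86.1 in the siFLI1 lists. An H3K4me3 region at an ETS1 promoter (128519189 to 128523048) was in all 4 lists, and no ETS1 peak was listed at the gene. At TNS3 (ENSG00000136205.18, chromosome 7, 47275154 to 47582558, minus strand), 12 of 48 H3K27ac regions were gained, 0 were lost and 7 were in all 4 lists. An ETS1 region at a TNS3 promoter (47537268 to 47537573) was gained. At FLI1 (ENSG00000151702.18, chromosome 11, 128686535 to 128813267), 1 intronic H3K27ac region was gained (128715381 to 128717540) and an H3K4me3 promoter region was in all 4 lists. At EWSR1 (ENSG00000182944.18, chromosome 22, 29268009 to 29300525), 1 intronic H3K27ac region was lost (29279645 to 29280184). The gained ETS1 region within 10 kb of EWSR1 lay at the promoter of GAS2L1. The lists hold no measure of the fusion transcript itself.

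Of the 1190 gained ETS1 regions, 81.5% ± 4.04 (SD, n = 2) overlapped an H3K27ac region in the siNEG lists and 87.4% ± 0.772 (SD, n = 2) in the siFLI1 lists, a difference of 5.84 percentage points (exact permutation test, two-sided p = 0.33, the smallest possible). In the ab4729 pair the shares were 71.3% and 82.2%. An H3K27ac region gained over the 4 lists overlapped 29 of them, or 2.44%, whereas 973, or 81.8%, overlapped an H3K27ac region present in all 4 lists. H3K4me3 covered 93.9% to 94.0% of them in each of the 4 lists.

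The ab4729 pair served as separate libraries for the H3K27ac changes. Of 2409 gained regions found in exactly 1 ab4729 list, 97.3% were in the siFLI1 list (exact 95% binomial interval 96.6% to 97.9%). Of 734 lost regions found in exactly 1 list, 75.3% were in the siNEG list (72.1% to 78.4%). Of the regions in all 4 replicated lists that were in exactly 1 ab4729 list, 78.9% were in the longer siFLI1 list. With equal numbers of the strongest peaks this last share was 54.2%, and the gained and lost shares were 93.6% and 92.1%. There was 1 ab4729 library per arm and no test between arms.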

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

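All tests in this part were chosen after the results were seen. The ETS1 list of siFLI1 replicate 1 held 7 peaks outside chromosomes 1 to 22, X and Y, of which 6 were on the mitochondrial genome and 1 was on an unplaced contig. The other 3 ETS1 lists, the siNEG controls included, held 0 such peaks. The margin over the controls that counted as a signal was also set after these counts were seen. For the peak on an unplaced contig, a candidate explanation is that the processing settings of that list keep such contigs: all 8 other lists with a shortest interval of the same length held peaks on contigs that are neither chromosomes nor mitochondrial, and 0 of the 5 lists with a shorter one did. For the mitochondrial peaks this stays open. Of the same 8 lists, 0 held a mitochondrial peak, but those were histone libraries, and keeping a contig does not make a peak there. No biological explanation was tested.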

How the results depend on the processing

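The comparison of ETS1 summits within 250 bp was chosen after seeing the data, and the other alternatives were planned. Of 113 alternative values over 19 results, 85 kept their direction and their side of the threshold, stayed within the spread or, for counts, stayed within 1.5 times the count as reported. Of the others, 26 moved beyond that spread or factor, 1 lost its test threshold and 1 changed sign. The 85 include values that kept their direction although they moved by more than the SD within arms. They also include values that could not count as moved. Leaving out an H3K27ac, H3K4me3 or siNEG ETS1 list cannot shift the log2 ratio of region numbers beyond the SD used as limit. The replicate block returns the value as reported by construction. Such values are no evidence of stability. With covered base pairs the log2 ratio of ETS1 was 3.62 against 3.05 (SD 0.38). That of H3K27ac was 0.148 against 0.076 (SD 0.046). For region numbers and for H3K27ac at gained ETS1 regions, no setting was able to pass a threshold in this design, so their p-values say nothing about stability.

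With equal numbers of the strongest peaks per list, the gained ETS1 regions fell to 43 and the lost ones rose to 24. The setting itself limits every ETS1 list to 208 peaks, the length of the shortest, which removes most of the siFLI1 regions. Requiring an overlap of at least 50% of the shorter interval gave 1258 lost H3K4me3 regions, and requiring no peak within 1 kb gave 172 lost and 365 gained ones, against 586 lost and 449 gained as reported; equal numbers of the strongest peaks gave 453 lost and 483 gained; the cause was not tested. With the GGAA core in place of the ETS motif, 65.9% of siFLI1 ETS1 summits had a match, against 65.0% in the flanks. The difference was no longer past the threshold. A core this common in the flanks is a blunt measure, and the cause was not tested. With repeats counted inside the region only, the difference between lost and shared H3K27ac regions was -0.472 percentage points; shared regions were wider, but the cause was not tested. With equal numbers in the ab4729 lists, the gained share was 93.6% and the lost share 92.1%, since the setting removes the excess of the longer siFLI1 list.

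Across the fits that each left out 1 replicate, gained ETS1 regions ranged from 1253 to 2283 and lost ones from 2 to 16. Gained H3K27ac regions ranged from 9568 to 21850 and lost ones from 6121 to 16328. Gained H3K4me3 regions ranged from 631 to 1540 and lost ones from 808 to 3559. These counts rise by construction, since fewer lists must hold or lack a region. The ETS1 promoter share ranged from 88.5% to 91.3%, the overlap with H3K4me3 from 89.8% to 94.1% and that with H3K27ac from 79.0% to 86.8%. The repeat difference ranged from 2.97 to 7.40 percentage points. The log2 ratio of ETS1 region numbers ranged from 2.70 to 3.39. That of H3K27ac ranged from 0.030 to 0.121, and that of H3K4me3 from -0.101 to -0.041.

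Replicate numbers gave no sign of pairing: the correlation of the replicate differences between arms was 0.0030 for H3K27ac and 0.0038 for H3K4me3. Pairing is not ruled out by these values. The H3K27ac replicates of an arm differed by little more than counting noise, which leaves little to correlate, and the H3K4me3 heights were not compared. With the replicate block, the log2 ratio of region numbers was 0.076 for H3K27ac and -0.071 for H3K4me3, and the difference in H3K27ac at gained ETS1 regions was 5.84 percentage points (exact sign-flip test, p = 0.5, the smallest it allows). The block leaves these effect sizes unchanged by construction. No paired analysis was possible because the siFLI1 ETS1 lists counted as 1 sample, as far as ETS1 numbers are concerned. The estimated depth rests on assumed settings and limits no count directly, but weak peaks near the q limit differ between lists of like depth.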

Other observations

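Leaving out siFLI1 replicate 1 and restricting regions to those beyond 2 kb from a TSS were planned as alternatives. The tests of depth, of replicate heights, of fold-enrichment percentiles and of repeats in the other splits were chosen only after the results were seen, as was the use of all of them to weigh explanations. That estimated depths exclude nothing was also settled after their values, which were first read as evidence against depth, had been seen. The larger number of ETS1 regions in siFLI1 was set against depth and peak calling. The estimated depth had a log2 ratio of -0.25 between siFLI1 and siNEG. The siFLI1 lists themselves differed by 0.23 on that scale, only a little less, and the estimates rest on assumed settings, so depth stays open. The list of siFLI1 replicate 2 alone, made with a shortest interval like that of the siNEG lists, gave a log2 ratio of 3.39, which argues against the settings of the other list as the source. A general rise in enrichment over the same sites was not decided. In siFLI1 list 2 the gained regions had a median fold-enrichment percentile of 60.3, below the 90.4 of the regions also held by a siNEG list. The siNEG lists are far shorter, so this order is largely fixed by the classes and supports no explanation. With 208 peaks per list 43 regions were gained and 24 lost, and the other splits gave 6 to 10, but the limit itself lowers the gained count, and each other split parts the siFLI1 lists, which counted as 1 sample, so these counts decide nothing either. A rise in ETS1 binding, a more efficient immunoprecipitation and a general rise in enrichment cannot be told apart with 1 siFLI1 sample.

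The siFLI1 ETS1 lists may come from 1 library listed under both numbers. Their heights gave a chi-square per degree of freedom of 0.375, below the siNEG value of 0.785 (ratio 0.477, one-sided permutation p = 4.0e-05). From 50 to 70 tags the siFLI1 and siNEG ETS1 pairs gave 0.315 and 0.767 (369 and 52 regions), against 0.789 and 0.857 for H3K27ac in siFLI1 and siNEG. From 70 to 100 tags they gave 0.560 and 1.06 (97 and 12 regions), against 0.991 and 1.05 for H3K27ac. At 100 tags or more the ETS1 pairs could not be separated (one-sided permutation p = 0.41), with 26 and 13 regions. The estimated depths of 21.6 and 25.3 M tags differ, which 1 library would not give unless its reads were filtered differently or the assumed fragment lengths, unlike for each list, are wrong. A shared library therefore remains a candidate explanation and was not established. A lower spread from peak calling alone stays open too, because few tall regions were left and the height range was chosen after several had been looked at. No biological explanation was tested.

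For GGAA repeats at lost H3K27ac regions, weak regions near the calling limit were weighed as a source. Regions specific to the other splits of the lists, which also come and go between lists, had a repeat in 0.639% of cases against 11.3% of lost regions (Fisher's exact test, two-sided p = 1.5e-135). A lower share of promoters among lost regions was weighed too, and beyond 2 kb from a TSS the difference was 10.1 percentage points (12.6% against 2.53%). Both tests argue against these explanations as the whole cause. A loss of acetylation beside repeats bound by the fusion is a hypothesis that may account for the pattern. The repeats lay mostly beside the peaks, with 2.09% of lost regions holding one inside, and how reads in repeats were treated by the authors was not tested.

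In the ab4729 pair the number of H3K27ac regions was higher in siFLI1, with a log2 ratio of 0.66. Estimated depth had a log2 ratio of -0.066, which rests on the same assumed settings, so depth stays open here too. The replicated antibody gave a log2 ratio of 0.076. Better enrichment in a single immunoprecipitation and a difference between the arms cannot be told apart with 1 library per arm.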
